A study of Mus musculus with 8 samples.

How the data were processed

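The 8 samples were single-cell 3' RNA libraries of allografts of the mouse small cell lung cancer line N2N1G, 2 from brain, 3 from liver and 3 from subcutaneous tissue. Per the labels' protocols, the cells were transplanted, tumours were harvested after 3 weeks, and living single cells were sorted before 10x Genomics library preparation. The authors deposited 1 matrix of UMI counts per sample, with gene identifiers and cell barcodes, and per the file headers these are whole-number counts in the format of Cell Ranger version 3.0.0. The build and annotation behind the counts are stated neither in the headers nor in the labels' protocols. Genes were placed by their identifiers on GENCODE M21 (assembly GRCm38), where 21952 of 22056 genes (99.5%) had a position. The lowest UMI count of a deposited cell was 501, so the barcodes had been filtered before deposit. Sites were taken from the labels.

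Cells with at least 500 detected genes and at most 10% mitochondrial UMIs were kept. Doublets were called per sample with Scrublet as built into scanpy 1.11.5 (expected rate 0.04), which marked 19 of 37371 scored cells (0.0508%). A share this small means that the caller did not work on these data, and doublets were therefore in effect not removed. The kept cells of all samples were clustered together in scanpy on log-normalized counts, with 2000 variable genes, 30 principal components, 15 neighbours and the Leiden method at resolution 1 (igraph 0.11.9), with no batch correction. The labels give no sequencing batch. Clusters were named from marker lists for tumour cells and 13 host cell types written down earlier, where a marker counted as detected in at least 20% of the cells of a cluster and a name needed at least 3 detected markers. A cluster whose 10 leading genes held more markers of another class stayed unnamed.

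UMI counts of tumour-named cells were summed per sample. Groups were compared in R 4.3.3 with edgeR 4.0.16, by TMM factors, filterByExpr, robust quasi-likelihood fits and F tests, in 1 model with a mean per site over all 8 samples (5 residual degrees of freedom, biological coefficient of variation 15.8%). The SE of a log2 fold change is its size divided by the root of its F statistic. Genes not tested held 0.0132% of the UMIs. Gene lists were tested with camera of limma 3.58.1 at a preset correlation of 0.01 on log2 CPM, adjusted over 30 tests. Shares per sample were compared by exact permutation of the samples. Spearman correlations used log2 CPM with a pseudocount of 1. Python 3.11.15 and scipy 1.17.1 were used for these tests. Levels printed as CPM are the summed UMIs of tumour-named cells scaled to a common total per sample.

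The genes named in the text followed a rule. For brain these are the 6 genes in each direction with the largest smaller fold change of the 2 brain contrasts, among genes past the threshold in both, with a mean of at least 10 CPM and both brain samples beyond all 6 others. For liver against subcutaneous they are the 4 in each direction with the largest fold change, among genes past the threshold with at least 10 CPM and no overlap of the samples. Results of some single genes are not reported here. The groups, tests, lists of genes and markers, this rule and the main list of alternatives were chosen before the data were examined.

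The test steps were checked on simulated data with 200 of 13493 tested genes changed in brain. The simulated brain against liver contrast recovered 86% of them with 5.49% false calls, and brain against subcutaneous recovered 85% with 6.59%. The simulated liver against subcutaneous contrast, without changed genes, gave 0 calls and 608 genes at an unadjusted p under 0.05. A list raised in simulated brain samples was called in 2 contrasts, with 0 other calls.

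Depth limits the values in 2 ways. The summed counts of a sample were 19999687 to 62579065 UMIs, so a gene at 1 CPM rests on the fewest UMIs in brain replicate 1, and counting limits the precision of such low genes. With 2 brain samples and 3 of each other site, the spread between animals limits it too. Alternatives covered DESeq2 1.42.0, other size factors, filters on genes and cells, thinned counts, equal cell numbers, non-cycling cells, the replicate number as a block, fits of only the sites compared, fry and an estimated correlation for the lists, and leaving out each sample in turn. Another 3 alternatives, chosen after seeing the data, kept only cells with an eGFP UMI, left out the 4% of cells with the highest doublet scores, or left out 15 cells with over 1% haemoglobin UMIs.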

Results

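Single-cell transcriptomes were collected from allografts of N2N1G, a mouse cell line of small cell lung cancer, a neuroendocrine tumour that often spreads to the brain. The cells had been grown in 3 sites of mice for 3 weeks before the tumours were taken apart, sorted and profiled by droplet 3' RNA sequencing. The 8 libraries comprised 2 brain allografts, 3 liver allografts and 3 subcutaneous allografts. Brain and subcutaneous tumours had been started by direct injection and liver tumours through the tail vein, so the route of the cells and the site were not separable in the comparisons with liver. The title of the series puts the question in terms of neuron-like programmes and growth in the brain, and the comparisons below ask which genes and gene groups differed in tumour cells between the 3 sites.

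The deposited tables held 38460 cells and 372293350 unique molecular identifiers (UMIs). Total UMIs were 27140735 and 40564657 in the brain libraries, 49868000, 49118330 and 46875914 in the liver libraries, and 43328650, 63049542 and 52347522 in the subcutaneous libraries. After the filters on cells, 36778 cells were kept and 34869 of them lay in 15 clusters named tumour-like from their markers. Another 1379 cells lay in 3 clusters named macrophage-like or microglia-like, and 530 cells lay in 2 clusters that were left unnamed. A transcript of the green fluorescent protein reporter, listed as eGFP in the tables, had at least 1 UMI in 98.9% to 99.7% of the tumour-named cells of each library, whose median depths were 7783 to 10378 UMIs. The same share was 24.7% and 22.1% in the macrophage-named cells of the brain libraries, which had median depths of 4428 and 4163 UMIs.

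Tumour-named cells made up 67.6% (exact 95% binomial interval 66.0 to 69.2) and 90.7% (89.8 to 91.6) of the kept cells in the brain libraries. The share was 98.8% ± 0.832 (SD, n = 3) in liver and 98.2% ± 3.05 (SD, n = 3) in subcutaneous libraries, against 79.2% ± 16.3 (SD, n = 2) in brain. An exact permutation test of the 3-group F statistic over all 560 assignments of the libraries gave p = 0.0357 for this share. The tumour cell share in brain minus the mean of the other site means was -19.3 percentage points. Leaving out a brain library moved it most, to -7.74 without brain replicate 1 and to -30.8 without brain replicate 2. The exact permutation p rose to 0.0952 when any 1 of the liver libraries was left out and to 0.0667 without subcutaneous replicate 2 or 3, with fewer assignments possible for 7 libraries. The two-sided exact permutation tests gave p = 0.1 for brain against liver and for brain against subcutaneous, which is the smallest value that groups of 2 and 3 allow, and p = 1 for liver against subcutaneous. Macrophage-named cells were 26.3% (exact 95% interval 24.8 to 27.8) and 6.38% (5.67 to 7.14) of the brain libraries. They were 0.613% ± 0.624 (SD, n = 3) of the liver and 0.987% ± 1.67 (SD, n = 3) of the subcutaneous libraries, with p = 0.0357 in the same exact permutation test of 3 groups. Subcutaneous replicate 2 had 0 such cells among 6406, which allows a share of up to 0.058% (exact 95% interval). The intervals and this limit cover counting error only.

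**Figure D1:**
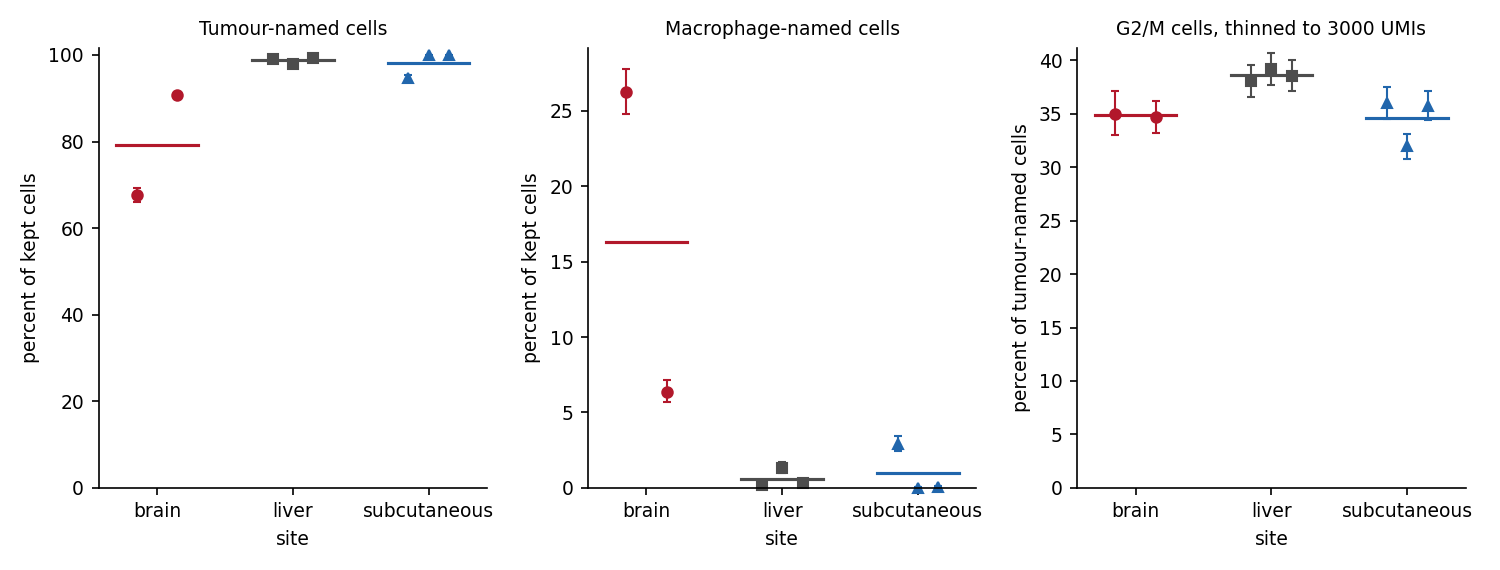
Share of tumour-named cells and of macrophage-named cells among kept cells, and share of tumour-named cells in G2/M, in percent, for each library by site; points are libraries with exact 95% binomial intervals and lines are site means. The brain libraries lie at 67.6% and 90.7% tumour-named cells, under all liver and subcutaneous libraries, and the liver libraries have the highest G2/M shares, from 38.1% to 39.2%.

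To compare cycling cells at equal depth, each tumour-named cell was thinned to 3000 UMIs, which left out 52 to 199 shallower cells per library. Cells with at least 4 UMIs over a 20-gene G2/M list made up 34.9% ± 0.226 (SD, n = 2) of tumour-named cells in brain, 38.6% ± 0.562 (SD, n = 3) in liver and 34.6% ± 2.27 (SD, n = 3) in subcutaneous libraries. The exact permutation test over 560 assignments gave p = 0.0393. The liver libraries lay above all others, by a mean of 4.04 percentage points over subcutaneous (two-sided exact permutation p = 0.1) and over brain, where brain minus liver was -3.74 points (p = 0.1 in the same exact permutation test), and 0.1 is the smallest value either test can give. Brain and subcutaneous libraries differed by 0.304 points, less than the spread between libraries (exact permutation p = 1). Without thinning, the shares were 52.3% ± 0.072 (SD, n = 2), 59.8% ± 1.31 (SD, n = 3) and 51.6% ± 2.01 (SD, n = 3) for brain, liver and subcutaneous libraries. A minimum of 8 UMIs moved this result most: the cycling share in brain minus the mean of the other site means changed from -1.72 to 1.02 points, with an exact permutation p of 0.786. Leaving out any 1 of the liver libraries also lost the threshold, with exact permutation p from 0.105 to 0.133 over fewer assignments. The summed levels of the same 20 genes did not follow the higher share in liver. Of them, 17 were higher in brain than in liver, with a median log2 fold change of 0.17 (camera adjusted p = 0.239). For liver against subcutaneous the median was -0.01, with 10 genes higher in liver (camera adjusted p = 0.872). For the list of 18 S phase genes, the thinned shares were 85.2% ± 1.58 (SD, n = 2), 74.4% ± 7.31 (SD, n = 3) and 76.6% ± 3.74 (SD, n = 3), with an exact permutation p of 0.175.

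UMI counts of the tumour-named cells were summed per library, giving 19999687 to 62579065 UMIs. The Spearman correlation of log2 CPM between libraries averaged 0.992 over the 7 pairs within a site (range 0.985 to 0.999) and 0.977 over the 21 pairs between sites (range 0.964 to 0.993). The difference of 0.0147 was the largest of the 560 assignments of libraries to sites, with an exact permutation p of 0.0036, the smallest that they can give. It moved most when all deposited cells were used, to a site separation of 0.0272 with an exact permutation p of 0.0071. The first principal component held 65.6% of the variance. The brain libraries scored 87.3 and 74.6 on it, subcutaneous replicate 1 scored 23.4, and the other 5 libraries scored between -38.7 and -36.1. The second component held 13.01% and separated the liver libraries, at -32.4 to -15.0, from the subcutaneous libraries, at 23.5 to 30.7. The pairs of libraries of a site had a mean chi-square per gene of 7.02 to 101. Independent samplings of the same library would give about 1, and an exact copy less.

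**Figure D2:**
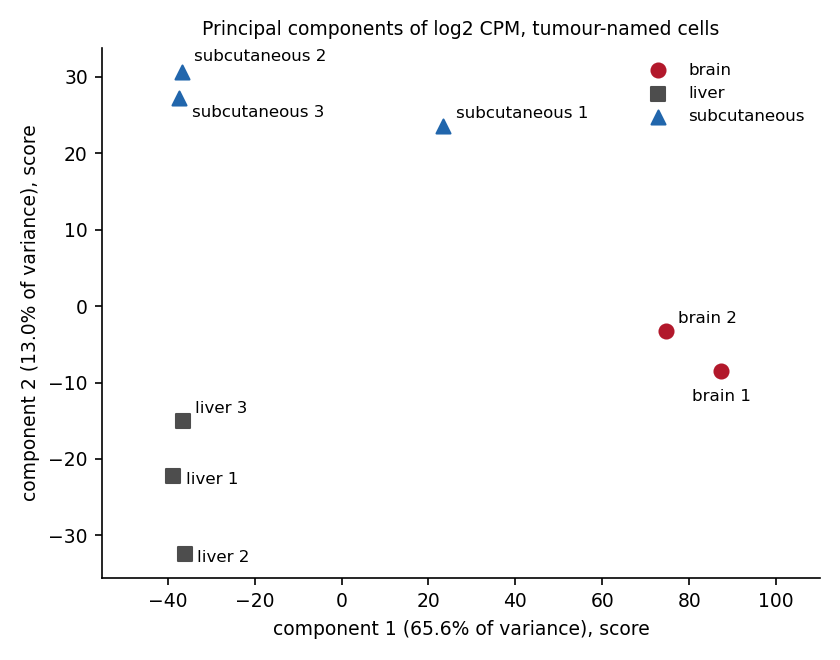
Scores of the 8 libraries on the first and second principal components of log2 CPM in tumour-named cells, with the share of variance on each axis; each point is a library, coloured by site. Subcutaneous replicate 1, at 23.4 on component 1, lies between the brain libraries, at 87.3 and 74.6, and the other 5 libraries.

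Gene expression in tumour-named cells was compared between sites with the edgeR quasi-likelihood test on 13693 genes, with a Benjamini-Hochberg adjusted p under 0.05 as the threshold. Brain and liver differed in 3044 genes, of which 1805 were higher and 1239 lower in brain, and 1486 of them differed at least 2-fold. Brain and subcutaneous tumours differed in 2165 genes, with 1262 higher and 903 lower in brain, and 1030 at least 2-fold. Liver and subcutaneous tumours differed in 478 genes, with 168 higher and 310 lower in liver, and 217 at least 2-fold. Brain differed from the mean of the other sites in 3141 genes, with 1886 higher and 1255 lower in brain. As a ratio, non-cycling cells alone moved the 3 brain counts most, to 897 against liver, 692 against subcutaneous and 804 against the mean of the others, and a single library moved liver against subcutaneous most. Without subcutaneous replicate 1 the counts were 4601 for brain against subcutaneous, 1246 for liver against subcutaneous, 4543 for brain against liver and 5073 for brain against the mean of the others. Brain against subcutaneous gave 882 genes without subcutaneous replicate 2 and 819 without subcutaneous replicate 3, and brain against liver gave 1955 without liver replicate 1 and 1717 without liver replicate 2. Liver against subcutaneous gave 73 genes without liver replicate 1, 38 without liver replicate 2, 156 without subcutaneous replicate 2 and 230 without subcutaneous replicate 3. With 1 of the brain libraries left out of the shared fit, this contrast gave 274 and 270 genes.

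Against both other sites and with the same sign, 1546 genes passed the threshold, 1041 higher and 505 lower in brain. The brain libraries are shared by these contrasts. When unchanged brain libraries were simulated 20 times, 0 genes were called in both (a mean of 193 at an unadjusted p under 0.05, against 3031 observed), and the correlation of the fold changes across genes was 0.659 (range 0.631 to 0.697) where the observed value was 0.864. Without subcutaneous replicate 1 the shared count was 3155, and it was 744 without subcutaneous replicate 2, 671 without subcutaneous replicate 3 and 968 without liver replicate 2. Of all tested genes, 32.9% had both brain libraries above or both below the 6 others, where chance gives 7.14%, and 25.4% separated the 3 liver from the 3 subcutaneous libraries, where chance gives 10%.

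**Figure D3:**
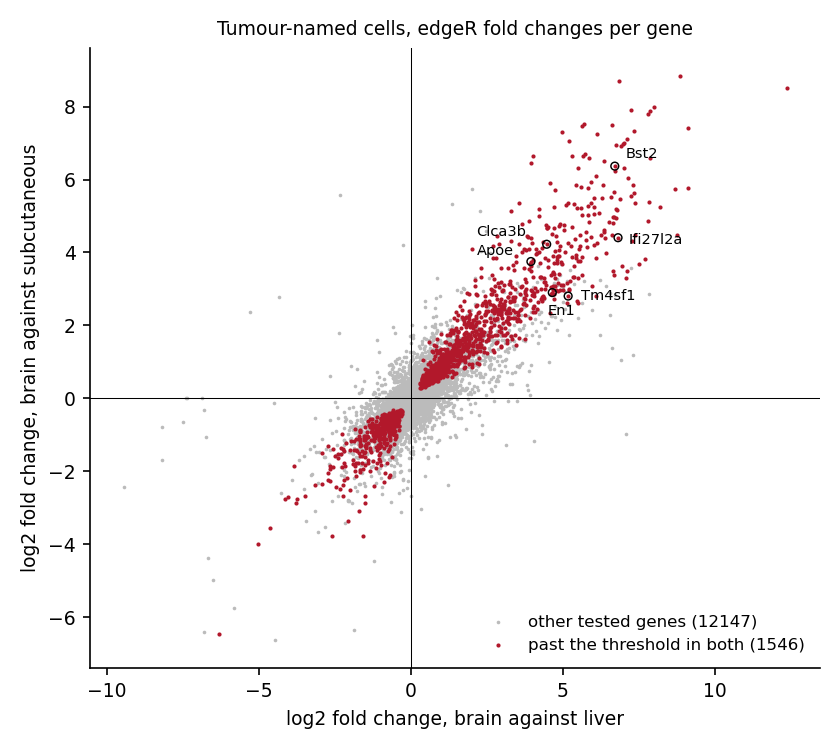
Log2 fold change of each of the 13693 tested genes for brain against liver (horizontal axis) and brain against subcutaneous (vertical axis); red points are the 1546 genes past the threshold with the same sign in both contrasts, and circles mark the 6 named genes higher in brain. Both contrasts share the brain libraries, which alone gives a correlation across genes of 0.659 in simulated unchanged data, against 0.864 observed.

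The 6 genes with the largest increases in brain against both other sites, by the rule set out for named genes, were Bst2, Ifi27l2a, Clca3b, Apoe, En1 and Tm4sf1. Positions are those of the GRCm38 assembly, in GENCODE M21, and all 6 are annotated as protein-coding. Bst2 (ENSMUSG00000046718, chromosome 8, 71534255 to 71537456) stood at 88.8 ± 34.5 CPM (SD, n = 2) in brain, 0.79 ± 0.14 (SD, n = 3) in liver and 1.16 ± 1.26 (SD, n = 3) in subcutaneous tumours. Its log2 fold change was 6.70 (SE 0.685, edgeR adjusted p = 0.000727) against liver and 6.37 (SE 0.667, adjusted p = 0.00116) against subcutaneous. Ifi27l2a (ENSMUSG00000079017, chromosome 12, 103442167 to 103443680) stood at 40.3 ± 17.9, 0.323 ± 0.212 and 2.00 ± 2.92 CPM in brain, liver and subcutaneous tumours (SD, n = 2, 3 and 3). Its log2 fold changes were 6.81 (SE 1.28, edgeR adjusted p = 0.00909) against liver and 4.41 (SE 1.07, adjusted p = 0.0325) against subcutaneous, and the latter was no longer past the threshold without subcutaneous replicate 2 or without subcutaneous replicate 3. Clca3b (ENSMUSG00000037033, chromosome 3, 144822623 to 144849357) rose from 2.00 ± 0.145 CPM in liver and 2.60 ± 1.25 in subcutaneous tumours to 47.9 ± 6.92 in brain, with log2 fold changes of 4.47 (SE 0.302, edgeR adjusted p = 0.000112) and 4.23 (SE 0.296, adjusted p = 0.000114).

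Apoe (ENSMUSG00000002985, chromosome 7, 19696109 to 19699188) stood at 111 ± 65.3 CPM (SD, n = 2) in brain, 6.61 ± 0.587 (SD, n = 3) in liver and 8.28 ± 4.92 (SD, n = 3) in subcutaneous tumours. Its log2 fold changes were 3.95 (SE 0.482, edgeR adjusted p = 0.0014) and 3.75 (SE 0.477, adjusted p = 0.00263). Apoe stood at 6217 and 4629 CPM in the macrophage-named cells of the brain libraries, and Ifi27l2a at 1021 and 1372 CPM. En1 (ENSMUSG00000058665, chromosome 1, 120602418 to 120607992) stood at 44.9 ± 3.15 CPM in brain, 1.65 ± 0.261 in liver and 6.13 ± 7.26 in subcutaneous tumours, where replicate 1 had 14.5 CPM and the others 2.11 and 1.77. Its log2 fold changes were 4.65 (SE 0.862, edgeR adjusted p = 0.00845) and 2.90 (SE 0.788, adjusted p = 0.0442). Tm4sf1 (ENSMUSG00000027800, chromosome 3, 57285611 to 57301988) stood at 61.7 ± 16.2, 1.59 ± 0.32 and 8.97 ± 9.84 CPM in brain, liver and subcutaneous tumours, and subcutaneous replicate 1 again had the highest value outside brain, 20.3 CPM. Its log2 fold changes were 5.17 (SE 0.853, edgeR adjusted p = 0.00552) and 2.81 (SE 0.756, adjusted p = 0.043). In clusters of tumour-named cells with high En1, chosen after the data were seen and more frequent in brain, Clca3b had log2 fold changes of 0.59 and 1.27, Tm4sf1 of 0.55 and -0.07 and Apoe of 1.22 and 2.40 against liver and subcutaneous tumours. Outside these clusters the values were 3.15 and 3.48 for Clca3b, 5.03 and 2.72 for Tm4sf1 and 4.05 and 3.85 for Apoe, all past the threshold. Against subcutaneous tumours, En1 and Tm4sf1 each lost the threshold in the edgeR fits without liver replicate 1, without liver replicate 2, without subcutaneous replicate 2 and without subcutaneous replicate 3.

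The 6 genes with the largest decreases in brain were BC034090, Palld, Tnfrsf12a, Phlda1, Sema3c and Fgf9, all annotated as protein-coding. BC034090 (ENSMUSG00000033722, chromosome 1, 155212471 to 155244444) stood at 4.21 ± 0.856 CPM (SD, n = 2) in brain, 34.7 ± 4.03 (SD, n = 3) in liver and 22.1 ± 7.81 (SD, n = 3) in subcutaneous tumours, with log2 fold changes of -3.14 (SE 0.324, edgeR adjusted p = 0.000553) and -2.36 (SE 0.316, adjusted p = 0.0023). Palld (ENSMUSG00000058056, chromosome 8, 61511433 to 61902690) had log2 fold changes of -2.65 (SE 0.528, edgeR adjusted p = 0.00924) against liver and -2.26 (SE 0.523, adjusted p = 0.0236) against subcutaneous, and the latter lost the threshold without subcutaneous replicate 2 or without subcutaneous replicate 3. Tnfrsf12a (ENSMUSG00000023905, chromosome 17, 23675445 to 23677468) stood at 46.7 ± 5.09 CPM in liver, 51.6 ± 20.7 in subcutaneous tumours and 12.3 and 9.70 in the brain libraries, with log2 fold changes of -2.21 (SE 0.343, edgeR adjusted p = 0.00305) and -2.23 (SE 0.343, adjusted p = 0.00476). Phlda1 (ENSMUSG00000020205, chromosome 10, 111506286 to 111508645) had log2 fold changes of -1.99 (SE 0.425, edgeR adjusted p = 0.0108) and -2.52 (SE 0.429, adjusted p = 0.00683). Sema3c (ENSMUSG00000028780, chromosome 5, 17574281 to 17730268) had -2.27 (SE 0.391, edgeR adjusted p = 0.00525) and -1.87 (SE 0.385, adjusted p = 0.0159) on the same scale. Fgf9 (ENSMUSG00000021974, chromosome 14, 58070547 to 58112720) had -1.82 (SE 0.307, edgeR adjusted p = 0.00377) and -1.85 (SE 0.307, adjusted p = 0.00573). In each of the 12 genes named for brain, both brain libraries lay beyond all 6 others, which the rule required.

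**Figure D4:**
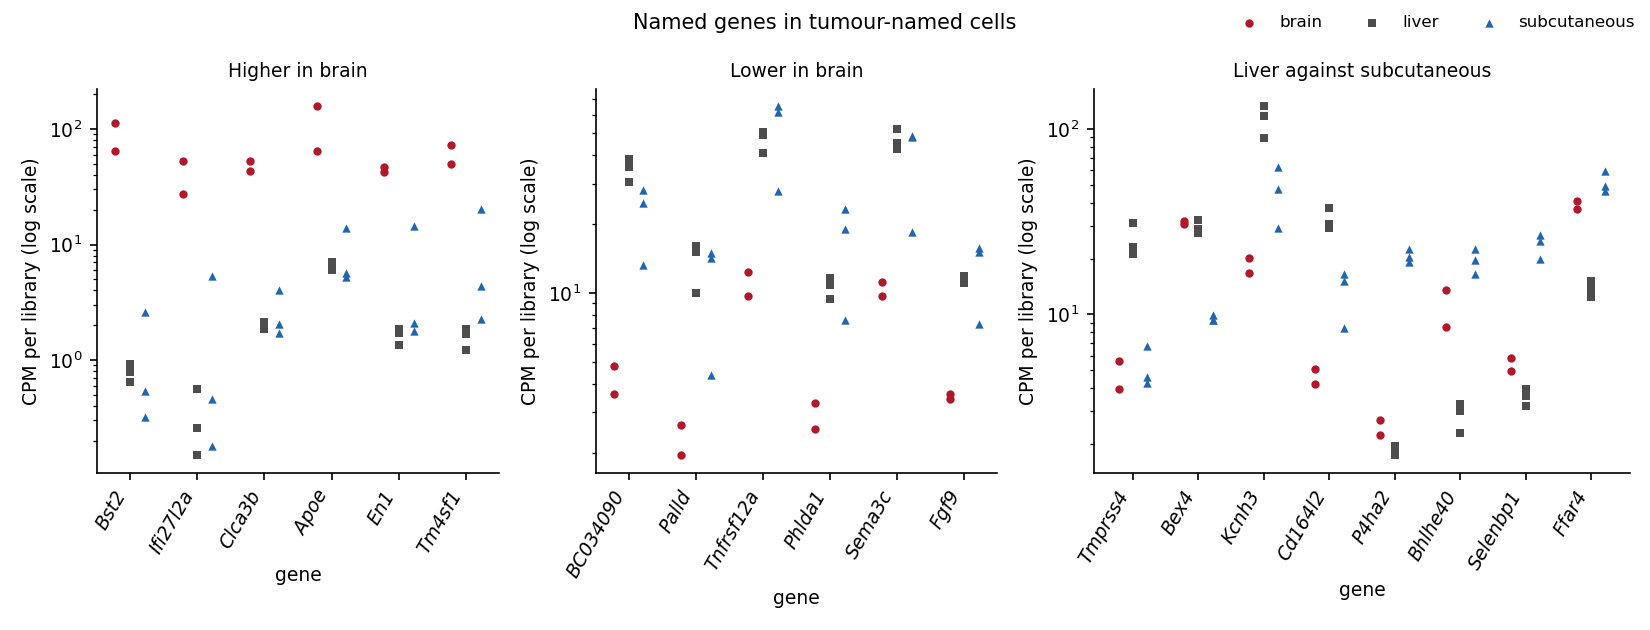
CPM (log scale) of the 20 named genes in tumour-named cells; each point is a library, coloured by site. Subcutaneous replicate 1 is the highest subcutaneous library for En1, at 14.5 CPM, and for Tm4sf1, at 20.3 CPM, and stays under the brain libraries for both.

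Between liver and subcutaneous tumours, the 4 genes with the largest increases in liver were Tmprss4, Bex4, Kcnh3 and Cd164l2. Tmprss4 (ENSMUSG00000032091, chromosome 9, 45172726 to 45204092) stood at 25.1 ± 5.25 CPM in liver and 5.20 ± 1.34 in subcutaneous tumours (SD, n = 3 each), a log2 fold change of 2.40 (SE 0.223, edgeR adjusted p = 0.00136). Bex4 (ENSMUSG00000047844, chromosome X, 136138996 to 136140443) stood at 29.5 ± 2.43 and 9.56 ± 0.367 CPM, a log2 fold change of 1.75 (SE 0.107, edgeR adjusted p = 0.000118). Kcnh3 (ENSMUSG00000037579, chromosome 15, 99224861 to 99242817) and Cd164l2 (ENSMUSG00000028865, chromosome 4, 133212131 to 133224555) had log2 fold changes of 1.41 (SE 0.251, edgeR adjusted p = 0.0223) and 1.40 (SE 0.227, adjusted p = 0.016). Both lost the threshold without liver replicate 1 and without liver replicate 2, and Kcnh3 also without subcutaneous replicate 2.

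The 4 genes with the largest increases in subcutaneous against liver tumours were P4ha2, Bhlhe40, Selenbp1 and Ffar4. P4ha2 (ENSMUSG00000018906, chromosome 11, 54100095 to 54131665) stood at 1.83 ± 0.103 CPM in liver and 20.6 ± 1.70 in subcutaneous tumours (SD, n = 3 each), a log2 fold change of -3.38 for liver against subcutaneous (SE 0.133, edgeR adjusted p = 5.771e-06). Bhlhe40 (ENSMUSG00000030103, chromosome 6, 108660629 to 108666925) had a log2 fold change of -2.66 (SE 0.207, edgeR adjusted p = 0.000475). Selenbp1 (ENSMUSG00000068874, chromosome 3, 94933056 to 94944758) had -2.61 (SE 0.16, edgeR adjusted p = 0.000118) and Ffar4 (ENSMUSG00000054200, chromosome 19, 38097071 to 38114263) -1.79 (SE 0.121, edgeR adjusted p = 0.000203). All 8 genes named for this contrast are annotated as protein-coding, and none of the 20 named genes is in a host list of the cell markers.

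Of 20 genes fixed in advance as markers or regulators of this cancer or of growth in brain, 18 were tested, and Pou2f3 and Yap1 were too low. Over the 3 pairwise contrasts, 18 of 54 tests passed the threshold adjusted over the list alone, in 9 genes, and 16 passed it over all genes tested. In each of the 18, all libraries of one site lay above all of the other. Without subcutaneous replicate 1, the alternative that moved this most, 29 tests passed over the list alone. Against liver, brain tumours had higher Reln (ENSMUSG00000042453, chromosome 5, 21884454 to 22344702), at 4.14 ± 0.615 CPM (SD, n = 2) against 0.937 ± 0.116 (SD, n = 3), a log2 fold change of 2.03 (SE 0.42, edgeR adjusted p = 0.00281 over the list alone). Against subcutaneous tumours, at 2.12 ± 1.29 CPM (SD, n = 3), the log2 fold change of Reln was 0.99 (SE 0.406, edgeR list-adjusted p = 0.108), which did not pass. Gap43 (ENSMUSG00000047261, chromosome 16, 42248442 to 42340651) stood at 170 ± 26.8 CPM in brain, 56.7 ± 9.74 in liver and 105 ± 22.4 in subcutaneous tumours. Its log2 fold changes were 1.48 (SE 0.184, edgeR list-adjusted p = 0.000271) for brain against liver, 0.71 (SE 0.184, adjusted p = 0.0127) for brain against subcutaneous and -0.77 (SE 0.168, adjusted p = 0.00503) for liver against subcutaneous. Calca (ENSMUSG00000030669, chromosome 7, 114631478 to 114636357) was higher in brain by 1.02 (SE 0.17, edgeR list-adjusted p = 0.00071) against liver and 0.82 (SE 0.17, adjusted p = 0.00496) against subcutaneous on the log2 scale, but in the clusters with high En1 its log2 fold changes were -2.41 and -0.62, and outside them 0.63 and 0.30. Dll3 (ENSMUSG00000003436, chromosome 7, 28293553 to 28302238) was higher by 1.22 (SE 0.186, edgeR list-adjusted p = 0.00047) and 0.77 (SE 0.185, adjusted p = 0.00968). Its values were 0.42 and 0.43 in the clusters with high En1 and 0.69 and 0.27 outside them. None of these passed the threshold over all genes tested there, and an adjustment over the list alone was not made there. For Gap43 the values were 0.74 and 0.33 in these clusters, neither past the threshold over all genes. Outside them they were 1.73 and 0.93, both past it.

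Among the Myc family, Mycl (ENSMUSG00000028654, chromosome 4, 122995652 to 123002485) had the highest level, 4680 ± 718 CPM in brain (SD, n = 2), 7568 ± 237 in liver (SD, n = 3) and 5581 ± 1364 in subcutaneous tumours (SD, n = 3). Its log2 fold change was -0.81 (SE 0.193, edgeR list-adjusted p = 0.0062) for brain against liver and 0.56 (SE 0.169, adjusted p = 0.0298) for liver against subcutaneous. The latter did not pass over all genes tested (edgeR adjusted p = 0.109), nor over the list without liver replicate 1 or without liver replicate 2. Mycn (ENSMUSG00000037169, chromosome 12, 12936093 to 12941914) stood at 12.3 ± 1.23 CPM in liver, under 32.1 ± 2.65 in brain and 27.2 ± 7.20 in subcutaneous tumours, with log2 fold changes of 1.27 (SE 0.191, edgeR list-adjusted p = 0.00047) for brain against liver and -1.03 (SE 0.174, adjusted p = 0.00315) for liver against subcutaneous. Myc (ENSMUSG00000022346, chromosome 15, 61985391 to 61990374) was higher in subcutaneous tumours, with log2 fold changes of -1.56 (SE 0.27, edgeR list-adjusted p = 0.00373) for brain and -1.20 (SE 0.222, adjusted p = 0.00317) for liver against them. Vegfa (ENSMUSG00000023951, chromosome 17, 46016993 to 46032369) likewise had -2.03 (SE 0.384, edgeR list-adjusted p = 0.00422) and -1.49 (SE 0.315, adjusted p = 0.00503). Neurod1, Nfib, Insm1, Chga, Ncam1, Syp, Dcx and Tubb3, also on the list, passed in no contrast.

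In all, 10 gene lists fixed in advance were tested with camera in the 3 pairwise contrasts, and 9 of the 30 tests had an adjusted p under 0.05. The interferon response list had a median log2 fold change of 4.03 for brain against liver (camera adjusted p = 7.628e-12) and 4.21 for brain against subcutaneous (adjusted p = 5.291e-13), with 20 of 21 genes higher in brain each time. For liver against subcutaneous its median was -0.27 (camera adjusted p = 0.306). The hypoxia and glycolysis list was lowest in brain and highest in subcutaneous tumours, with medians of -0.69 for brain against liver (camera adjusted p = 2.207e-05), -1.43 for brain against subcutaneous (adjusted p = 1.051e-16) and -0.98 for liver against subcutaneous (adjusted p = 1.202e-16), and 0 of its 21 genes were higher in liver in the last contrast. In non-cycling cells the first of these was -0.21 and lost the threshold (camera adjusted p = 0.27). The cholesterol synthesis list was higher in subcutaneous tumours than in brain, with a median of -0.35 (camera adjusted p = 0.0282), and than in liver, with -0.40 (adjusted p = 6.08e-05). The neuroendocrine list (median 0.38, camera adjusted p = 0.0319) and the S phase list (median 0.31, adjusted p = 0.0281) were higher in brain than in liver. Both were lost without liver replicate 1 and with all deposited cells (camera adjusted p = 0.35 and 0.413 for the latter). The S phase call was also lost without subcutaneous replicate 1, and the cholesterol call in brain without subcutaneous replicate 2. For brain against subcutaneous the neuroendocrine list did not pass (camera adjusted p = 0.106). It did pass there in non-cycling cells (adjusted p = 0.00392) and without subcutaneous replicate 2.

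Of the lists closest to the title's question, the synapse list had medians of 0.06 (camera adjusted p = 0.239) for brain against liver and 0.24 (adjusted p = 0.0541) for brain against subcutaneous, and the axon guidance and neuronal migration list had -0.03 (adjusted p = 0.59) and -0.10 (adjusted p = 0.132). Between liver and subcutaneous tumours these lists had medians of 0.08 (camera adjusted p = 0.518) and -0.07 (adjusted p = 0.131). Without liver replicate 1 the axon guidance and neuronal migration list passed in that contrast, with a median of -0.17 (camera adjusted p = 0.0201). The non-neuroendocrine, G2/M and dissociation stress lists passed in no contrast, with camera adjusted p from 0.0527 to 0.872. For liver against subcutaneous, the non-neuroendocrine list passed in non-cycling cells and without either brain library, liver replicate 2, subcutaneous replicate 2 or subcutaneous replicate 3 (adjusted p from 0.0095 to 0.0471). In non-cycling cells the dissociation stress list passed for liver against both other sites (adjusted p = 0.0241 and 0.016), and the G2/M and S phase lists are not read there, since these cells were selected on them. Under the rotation test fry, the 3 hypoxia calls, both interferon calls and the neuroendocrine call held, and the synapse list passed for brain against subcutaneous (adjusted p = 0.0459). With camera this list also passed there in non-cycling cells and without liver replicate 2, liver replicate 3 or subcutaneous replicate 2 (adjusted p from 0.0255 to 0.047). It did not pass without liver replicate 1, subcutaneous replicate 1 or subcutaneous replicate 3 (0.0547 to 0.0677) or with all deposited cells (0.397). The S phase call and both cholesterol calls were lost under fry. Under camera with an estimated correlation 0 of 30 tests passed, and 3 had an unadjusted p under 0.05, for hypoxia and glycolysis against subcutaneous tumours in brain and in liver and for interferon in brain against subcutaneous.

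**Figure D5:**
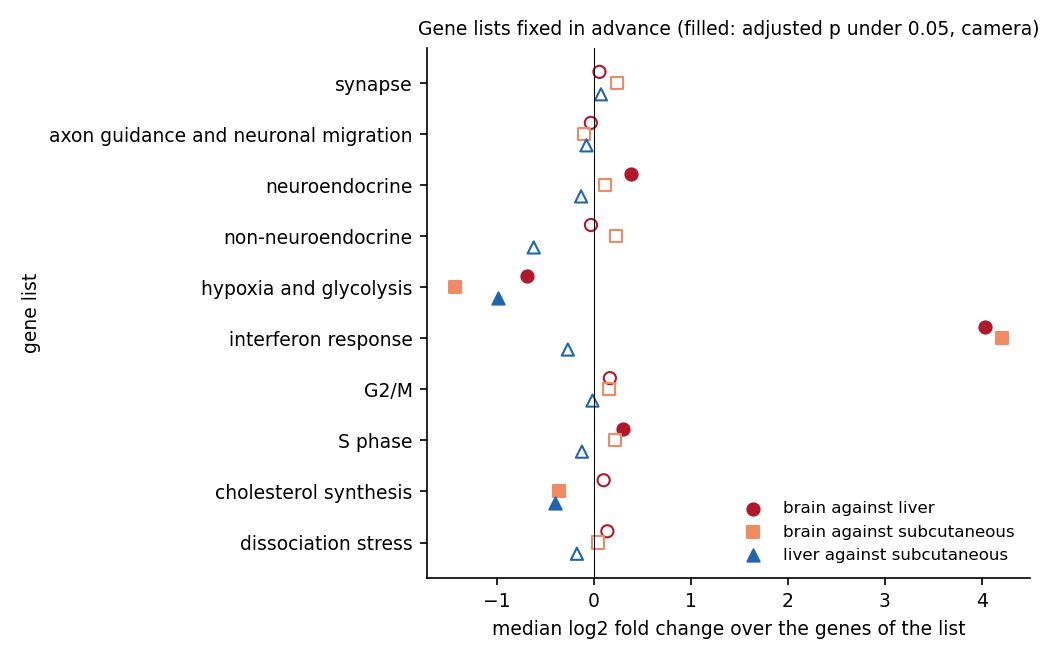
Median log2 fold change over the genes of each of 10 gene lists (horizontal axis) in the 3 pairwise contrasts between sites; filled symbols have a camera adjusted p under 0.05 over all 30 tests, open symbols do not. The interferon response list stands at 4.03 and 4.21 in the contrasts of brain with liver and subcutaneous tumours.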

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

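The alternatives for eGFP-positive cells, for doublet scores and for haemoglobin were chosen after seeing the data, and the others beforehand. Each alternative changed 1 choice. The site separation, the largest pattern over all genes, stayed past its threshold under all 4 alternatives, with differences from 0.0134 to 0.0272 and exact permutation p from 0.0036 to 0.0107, and it was 0.0112 to 0.0187 in the 8 fits that each left out 1 library. The tumour cell share stayed past its threshold under all 4 alternatives, with brain minus the mean of the other sites from -20.4 to -15.2 percentage points. Leaving out 1 library gave -30.823 (without brain replicate 2) to -7.742 (without brain replicate 1), and 5 of these fits had exact permutation p from 0.0667 to 0.0952, over fewer assignments.

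The cycling share depended on its minimum: brain minus the mean of the other sites was 1.016 points at 8 UMIs (exact permutation p = 0.786), against -1.72 at 4 UMIs and -0.96 at 2 UMIs. The cause was not tested. Without thinning it was -3.41 and with the higher mitochondrial maximum -1.65. Leaving out 1 library gave -2.371 to -1.359, and the exact permutation p was over 0.1 without each of the liver libraries.

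With genes of at least 10 CPM only, the counts fell to 1315 for brain against liver, 882 for brain against subcutaneous, 250 for liver against subcutaneous, 1337 for brain against the mean of the others and 604 in both brain contrasts, since fewer genes were tested. In non-cycling cells they were 897 for brain against liver, 692 for brain against subcutaneous, 804 for brain against the mean of the others and 371 in both. The count for liver against subcutaneous rose there instead, from 478 to 666. Non-cycling cells are a small part of the cells, and the cause was not tested. Liver against subcutaneous gave 1066 genes with DESeq2 and 81 with all deposited cells. Brain against subcutaneous gave 950 when only these sites were fitted, against 2165 with the liver libraries in the fit. Brain against liver gave 3643 in the fit of its own sites, against 3044 with the subcutaneous libraries. The reported counts of these brain contrasts thus depend on libraries of the third site. The cause of these changes was not tested. The counts of these 5 results under the other alternatives (other size factors, no filter, fits without robust estimation, the mitochondrial maximum, doublets kept, thinned counts, equal cell numbers and those added later) were within 1.5 times those reported.

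Fits that each left out 1 library gave 1717 to 4543 genes for brain against liver, 819 to 4601 for brain against subcutaneous, 38 to 1246 for liver against subcutaneous, 2178 to 5073 for brain against the mean of the others and 671 to 3155 in both brain contrasts. The highest count was without subcutaneous replicate 1 each time. The lowest was without subcutaneous replicate 3, except for brain against liver and liver against subcutaneous, where it was without liver replicate 2. Counts in brain contrasts were not taken without a brain library, since 1 would remain.

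For the gene lists, fry and all deposited cells each gave 7 calls of 30. An estimated correlation gave 0 (with 3 at an unadjusted p under 0.05). Non-cycling cells gave 15, with 2 calls lost and 8 gained. Of these, 1 lost and 3 gained were of the G2/M and S phase lists on which the non-cycling cells were selected, and they carry no information. Leaving out 1 library gave 8 to 13. The genes fixed in advance gave 13 to 21 tests past the threshold over the list alone under the alternatives, and 16 to 29 in the fits that left out 1 library, with 29 without subcutaneous replicate 1. Of the 20 named genes, 11 kept their calls with all deposited cells, and 15 to 20 under the other alternatives and in the fits that left out 1 library. The cause of these changes was not tested.

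With the replicate number as a block, the counts were 2733, 1592, 359, 2626 and 1167 in the order above, with 15 list calls, 20 tests of the genes fixed in advance and 16 named genes. The labels do not say that replicate numbers pair the samples, and the deviations of samples with the same number correlated at -0.118 to 0.13 across genes, so this block has no known meaning. The synapse list passed in it for brain against subcutaneous (camera adjusted p = 0.0384), as did the non-neuroendocrine list for liver against subcutaneous (0.0407) and the G2/M list in both brain contrasts (0.0442 and 0.0354). The neuroendocrine and S phase lists also passed in it for brain against subcutaneous (camera adjusted p = 0.0238 and 0.00737).

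For single genes, 50 results under 24 alternatives gave 1187 values, of which 1113 kept their direction and call, 64 lost the threshold, 10 moved without a brain library and 0 reversed. All deposited cells lost 17 calls, the most of any alternative. Those of Tm4sf1, Palld, En1 and Ifi27l2a against subcutaneous tumours were lost in several. Depth limited few of these calls: thinning all samples to the smallest total lost 1 of the 50.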

Other observations

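The tests of host glial RNA, of macrophage RNA, of RNA released into the suspension, of depth, of a brain library's material in subcutaneous replicate 1, of the 28 splits and of all genes within clusters with high En1 were chosen only after the result they bear on was seen. Of the 10 splits of the 6 liver and subcutaneous libraries into 3 and 3, 1 gave at least 478 genes, the real one, and the next largest count was 22. A share under 0.1 is not possible with 10 splits, so this cannot decide whether the grouping arose by accident. Of the 28 splits of the 8 libraries into 2 and 6, 1 gave at least 2262 genes, again the real one, and the largest other count was 2. The brain libraries had the lowest totals, and after thinning to the same total 77.9% of the calls of brain against subcutaneous and 78.7% of those of brain against liver were kept with the same sign, which speaks against depth as the source of most of them. Growth in brain is one open explanation for the brain contrasts, untested as such.

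Astrocyte and oligodendrocyte markers were higher in the tumour-named cells of brain, with 5 called. Their CPM in tumour-named cells was 0.816 times that in macrophage-named cells of the same library (median), with medians of 0.922 and 0.689 per library, while the medians of 556 other genes called higher in brain were 2.498 and 2.285. The first quartiles of these other genes were 0.84 and 0.779, so part of them lay in the range of the glial markers. For that part, RNA released by host cells stays open. A like level in both cell types is consistent with RNA released by host brain cells, and such genes are not evidence for expression by tumour cells. No biological explanation was tested for them.

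Among the interferon genes, 18 were called in both brain contrasts. Their median level in tumour-named cells was 9 times what the macrophage RNA share (0.701%) would bring in brain replicate 1 and 51.6 times (0.138%) in brain replicate 2, which argues against macrophage RNA as the whole source. For Apoe the ratios were 3.60 and 10.07, which bear on macrophage RNA only. Its covariance with the glial genes was not taken, so RNA released by other host cells stays open for Apoe. A shift in tumour cell populations as the whole source of the interferon calls is argued against by the clusters described next. Within those with high En1 the slope of the fold changes on the overall ones was at least 0.791, over the 8 of 18 genes tested there, all higher in brain. Outside them the slopes were 0.815 and 0.825 over the 18 genes. Brain replicates 1 and 2 had 186 and 352 CPM of Bst2 inside these clusters and 24.9 and 27.5 outside, so the mix may add to its fold changes. Outside the clusters, Ifi27l2a lost the threshold against subcutaneous tumours (edgeR adjusted p = 0.09425). RNA released into the suspension is argued against as the whole source by the covariance across tumour-named cells with the glial genes, which free RNA that carried both would make like that of the glial genes among themselves. The interferon genes covaried with them at -0.134 (95% interval -0.228 to -0.0559) in brain replicate 1 and -0.051 (-0.0942 to -0.0107) in brain replicate 2, while 2 parts of the glial genes covaried at 0.881 (0.601 to 1.21) and 0.981 (0.644 to 1.55) and 2 parts of the interferon list at 2.07 (0.907 to 4.14) and 2.81 (1.98 to 3.82). With macrophage genes the interferon genes covaried at 0.0275 (-0.0237 to 0.0835) and 0.0954 (0.0124 to 0.178), also far under the 2 parts of their own list, and a small contribution of such RNA in brain replicate 2 stays open. A response of tumour cells to the brain site stays open as an untested hypothesis, and for liver the route of injection differed too.

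Tumour-named cells were also clustered on the 1000 most variable of 6934 genes with an unadjusted p over 0.05 in all 3 pairwise contrasts. Of 14 clusters, 2 had over 100 CPM of En1, a limit set after the data were seen, with high Hoxd9 and Des (a marker in the skeletal muscle list). They held 26.2% (exact 95% interval 24.4 to 28.1) and 31.8% (30.4 to 33.3) of the tumour-named cells in brain, 1.17% to 1.67% in liver, and 7.63% (6.84 to 8.48), 1.53% and 1.65% in subcutaneous libraries 1, 2 and 3. The exact permutation test over 560 assignments gave p = 0.0107, and p = 0.0071 at a coarser and a finer clustering. The clusters were picked by En1, a gene already seen to be higher in brain. This test therefore cannot serve as separate evidence of a difference between sites. En1 itself was used to choose the clusters and is left out. Whether these cells had expanded, survived or changed their state in brain was not tested.

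Of the 505 genes called lower in brain in both contrasts, 268 were tested within these clusters and 15 called there in both. The 268 kept their fold changes, with a slope of at least 0.835 and the same sign in 94.8% and 95.1%. For the genes tested this argues against the mix of populations as the source, and for the others it stays open. Of the 1041 genes called higher in brain, 537 were tested there and 30 called in both contrasts. The 537 had slopes up to 0.338 and the same sign in 71.9% and 78.2%. For these a different mix cannot be told apart from a change within cells, since the fold changes outside the clusters had slopes of 0.885 and 0.913 and the clusters may not separate lineages. Clca3b and Tm4sf1 reached at most 1.27 there (Clca3b against subcutaneous, edgeR adjusted p = 0.00584), with Tm4sf1 at 0.55 and -0.07, and their mix cannot be told apart either, because both stayed higher in brain outside the clusters. Calca fell by 2.41 against liver (edgeR adjusted p = 1.106e-09) and by 0.62 against subcutaneous (adjusted p = 0.0192) there, at most -0.616, and rose by 0.63 (adjusted p = 0.0258) and 0.30 (adjusted p = 0.256) outside them. The larger number of these cells and a change within the others cannot be told apart for Calca, which was called outside the clusters against liver.

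Copy number was asked about through RNA alone, as DNA was not analysed here. A lineage marked by whole chromosomes would show a chromosome with a shifted median in the clusters with high En1 of every library. With a limit of 0.3 on the log2 scale 1 did, chromosome 14, at 0.36 to 0.60, and chromosome 8 had the same sign in all 8 libraries at 0.16 to 0.35. Divided by position into 3 parts of 51 genes, the first part of chromosome 14 stood at 0.005 (subcutaneous replicate 2) to 0.417 (subcutaneous replicate 1), under the other parts in all 8 libraries, while the others, from position 45376334 (GRCm38), stood at 0.51 to 0.75. On chromosome 8 the first part stood at -0.052 to 0.196 and the middle part, from 70331525 to 94674425, at 0.52 to 1.37. The last part of chromosome 8 stood at 0.42 in both brain libraries and subcutaneous replicate 1, and at -0.0009 to 0.159 in the other 5. A rise of some parts of each chromosome, rather than of the whole, would give such values, whether from a segment or from its regulation. A lineage with whole chromosomes at another copy number cannot be told apart, since RNA alone was used and chromosome 6 was shifted in only some libraries. On chromosome 6, the clusters with high En1 of brain 1, brain 2 and subcutaneous replicate 1 stood at 0.39, 0.42 and 0.39 against those of the other 5 libraries, and each of its 3 parts at 0.346 or more, which argues against genes of one part. Outside the clusters chromosome 6 stood at 0.03 to 0.07 in these 3 libraries. Chromosome 8 also stood higher in the clusters with high En1 of these libraries, at 0.32, 0.30 and 0.25 against -0.09 to 0.10 in the other 5, but its first part stood at -0.177 to -0.0993 there and the others at 0.35 to 0.62, so this too was a rise of a part. Extra copies of chromosome 6 in cells common to these libraries are a candidate explanation, noticed and tested on the same data.

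Subcutaneous replicate 1 lay 48.2% of the way from the other subcutaneous libraries to brain over all tested genes. Cells or RNA of a brain library in it are argued against, since the glial markers lay at -1.30% and the interferon genes at 17.8%. With the same weight for each of 11 clusters the library lay at 42.03%, so a different mix of these clusters accounts for little of it. A finer mix cannot be told apart, because the clusters may each hold more than 1 lineage: outside those with high En1, chromosome 18 stood at -0.29 in this library, at 0.06 and 0.04 in the other subcutaneous libraries, at -0.06 and -0.15 in brain and at -0.06 to -0.01 in liver. No biological explanation was tested, since the labels set this library apart in nothing.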
